A study of Homo sapiens with 9 samples.

How the data were processed

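The series measured bulk messenger RNA in 9 libraries of MDA-MB-361, a human breast cancer cell line. Per the labels' protocols, the cells stably expressed dCas9-KRAB, a Cas9 without cutting activity joined to a repressor domain, after lentiviral delivery and blasticidin selection. Per the labels' protocols, each library was made from 100 ng of RNA with reagents sold for single-cell 3′ sequencing, at a reduced reaction volume. Such chemistry primes reverse transcription on poly(A) tails and reads the 3′ ends of transcripts, so values reflect 3′ tags and not whole transcripts. RNA without a long tail enters such a library only through priming elsewhere.

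The authors deposited a single table of counts per gene and library, with 58381 rows named by gene symbol. The values were whole numbers, and library sums differed from library to library, so they were taken as raw counts without normalization. The labels and the file header state no aligner, counter, genome build, annotation or use of molecular identifiers. If identifiers were not used, counts are reads and not molecules, and duplicated reads inflate the apparent precision of the counting. Columns were assigned to libraries by the library names in the labels. No row lacked a gene name. The table had 56832 distinct symbols, and 1733 rows shared a symbol with another row and were kept as separate rows.

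Gene positions came from the GENCODE release 44 annotation of hg38, which matched 28798 of the symbols. The build behind the coordinates of the targeted region is not stated in the labels, and no table here could decide it. The region was read on hg38 as an assumption, on which its place among genes and the list of genes around it rest. Genes whose symbols are not in that release were analysed without a position or class.

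The 3 groups, with 3 libraries each, were taken from the sample titles: a group with the NFYC promoter as target, a group with a chromosome 13 region as target, and a group labelled NC. The abbreviation NC is not expanded in the labels. It is the group with neither target and served as the reference. Comparisons were made between each target group and NC, and between the 2 target groups. Each was tested with edgeR 4.0.16 in R 4.3.3: filterByExpr on the groups, TMM factors, a quasi-likelihood fit (glmQLFit, robust) on all 9 libraries with group means only, glmQLFTest per contrast, two-sided, and Benjamini-Hochberg adjustment over the 12248 genes tested, with a threshold of 0.05. Standard errors were derived from the fitted log2 fold change and its F statistic. The biological coefficient of variation was 16.7%. CPM values were scaled by TMM. Exact permutation tests of 3 against 3 libraries were two-sided, and the smallest p-value they allow is 0.1.

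Gene lists were fixed before the data were examined: 17 genes around the chromosome 13 region, 21 around NFYC, the 3 subunits of the transcription factor NF-Y, and 5 sets for S phase, G2/M phase, cholesterol synthesis, the unfolded protein response and p53 targets. Sets were tested with camera in limma 3.58.1 on log2 CPM (prior count 2), with a preset inter-gene correlation of 0.01 and adjustment over 5 sets and 3 comparisons, and with fry beside it. Genes named in the text follow a rule fixed at the same time. The rule took NFYC, list members past the threshold over their list alone, and the 5 largest rises and 5 largest falls among genes past the threshold with a mean of at least 20 counts and groups that did not overlap. Genes outside the rule are marked as chosen later, except NFYA and NFYB, whose values are given as members of the fixed NF-Y list. Whether both target groups changed alike against NC was measured as a correlation across genes, beside 50 simulations of unchanged groups that shared the NC libraries.

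Alternatives fixed before the data were examined were RLE size factors, library totals without a further factor, no filter beyond 1 count, a mean of at least 10 counts, DESeq2 1.42.0, only the libraries of the groups compared, the replicate number as a block, each library left out in turn, and for the gene sets an estimated inter-gene correlation. Added after the data had been seen were removal of mitochondrial genes, binomial thinning of all libraries to the smallest total, separate NC libraries for the correlation, and removal of a transcript length and GC trend in each library. The trend was first fitted on all genes. A second version, fitted on protein-coding genes outside the mitochondrial genome, was added after the result of the first had been seen, because short RNAs shape the first fit. Both versions are reported.

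The fit was tested on simulated data, with counts drawn from the NC means, the real library sizes and the fitted dispersions. Each gene was drawn independently, and the changed genes were taken from those with a mean of at least 20 counts. With 200 of 12248 genes changed 4-fold, 99.5% were recovered with 7 false calls. With a 2-fold change, 68% were recovered with 5 false calls. With a 1.5-fold change, 4% were recovered. Changes near 1.5-fold were thus mostly below what 3 libraries per group could detect. Recovery among genes with fewer counts was not simulated. Library totals ranged from 4357879 to 9518953 counts, and the smallest library, NFYC promoter replicate 1, gives the least precise values.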

Results

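Gene expression was measured in MDA-MB-361, an established human breast cancer cell line that stably expressed dCas9-KRAB. This fusion protein represses transcription at the site to which a guide RNA brings it. The design named 2 perturbations: the promoter of NFYC, the gene of a subunit of the transcription factor NF-Y, and a region of chromosome 13 that the design text calls an enhancer. Each perturbation had 3 libraries, and another group labelled NC had 3 more and served as the reference. Total counts were 4357879, 9463017 and 9518953 in NFYC promoter libraries 1, 2 and 3. They were 8620126, 6197305 and 9245479 in the chromosome 13 region libraries, and 8578000, 8655288 and 6879633 in the NC libraries. Between 16841 and 18764 genes had at least 1 count per library, and 12248 genes passed the filter on low counts.

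Replicates were compared by the correlation of log2 CPM across genes, which are not independent replicates. The correlation ranged from 0.958 to 0.979 between NFYC promoter libraries, from 0.978 to 0.984 between chromosome 13 region libraries, and from 0.984 to 0.990 between NC libraries. All pairs differed by more than counting noise, with a chi-square per gene of at least 5.44. On the first principal component, which held 40.1% of the variance, NFYC promoter libraries 1 and 3 lay at -49.1 and -38.2. NFYC promoter library 2 lay at 1.11, within the range of -2.13 to 26.4 spanned by the other 6 libraries.

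The targeted gene was examined first. NFYC (chromosome 1, 40691648 to 40771603, plus strand, hg38) had few counts, from 21 to 92 per library. Its level was 5.86 ± 0.63 CPM (SD, n = 3) with the NFYC promoter as target, 7.79 ± 1.47 (SD, n = 3) with the chromosome 13 region as target and 9.28 ± 0.57 (SD, n = 3) in NC. The NFYC promoter group was at 63.2% of NC, and all 3 of its libraries lay below every NC library. A two-sided exact permutation test gave p = 0.1, the smallest value that 3 against 3 libraries allow. In edgeR's quasi-likelihood test the log2 fold change was -0.64 (SE 0.19), with a Benjamini-Hochberg adjusted p of 0.0763 over all genes, which is not past the threshold of 0.05. Adjusted over the list alone it was 0.0652 among the 14 tested genes around NFYC and 0.014 among the 3 NF-Y subunits. The alternative that moved it most was scaling by library totals, with a log2 fold change of -0.86 and an adjusted p of 0.0289. That setting also moved the median log2 fold change of all genes to -0.22. Without NFYC promoter replicate 2 the log2 fold change of NFYC was -0.74, with an adjusted p of 0.0308. Other alternatives weakened it, to -0.61 without NFYC promoter replicate 3 (adjusted p 0.255) and -0.45 after thinning (adjusted p 0.313).

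**Figure D1:**
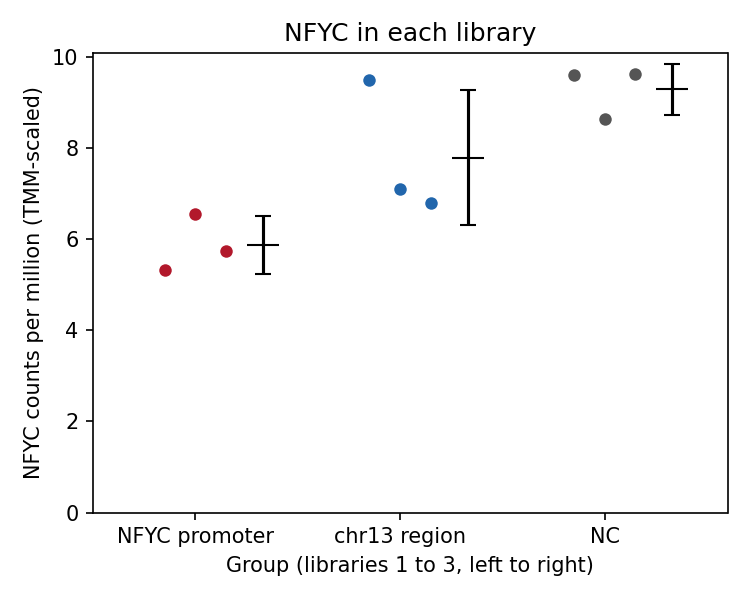
NFYC in TMM-scaled CPM (y axis) by group (x axis). Points are libraries 1 to 3 and bars are the mean ± SD of 3 libraries. The NFYC promoter libraries lie between 5.31 and 6.55, below the NC libraries at 8.63 to 9.63.

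In the chromosome 13 region group NFYC had a log2 fold change against NC of -0.25 (SE 0.19, edgeR adjusted p 0.865), within the spread between replicates. Between the 2 target groups it was -0.39 (SE 0.20, edgeR adjusted p 0.290), which is not past the threshold. Leaving out 1 library gave values from -0.50 (without chromosome 13 region replicate 3) to -0.22 (without chromosome 13 region replicate 1). The NFYC promoter group was at 75.3% of the chromosome 13 region group, and all 3 of its libraries lay below the lowest library of that group (two-sided exact permutation p = 0.1, the smallest possible). The other NF-Y subunits did not pass the threshold in any of the 3 comparisons. Against NC in the NFYC promoter group, the log2 fold change was 0.22 (SE 0.29) for NFYA and -0.20 (SE 0.19) for NFYB. Between the 2 target groups NFYB changed by -0.47 (SE 0.19), more than NFYC. Its edgeR adjusted p there was 0.188 over all genes and 0.0791 over the 3 subunits.

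With the NFYC promoter as target, 474 of 12248 genes differed from NC at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of these, 347 were higher and 127 lower. At an unadjusted p under 0.05 there were 2609 genes, where chance gives 612. The alternative that changed the count most was leaving out NFYC promoter replicate 2, which gave 2179 genes, while leaving out NC replicate 2 gave 62. Scaling by library totals gave 773 genes, of which 209 were higher and 564 lower, as it moved the median log2 fold change of all genes to -0.22. The direction of the majority therefore depended on the scaling.

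The 474 genes included 315 protein-coding genes outside the mitochondrial genome (100 of them lower and the rest higher), 28 mitochondrial genes, all higher, and 33 small RNA genes, all higher. A further 82 had symbols without a match in the annotation. The largest rises were the small nucleolar and nuclear RNAs SNORD13, SCARNA9, SNORA30, SNORD63 and RNU4-2, with log2 fold changes from 3.09 to 3.35. For SNORD63 (chromosome 3, 53530322 to 53530401, minus strand, hg38), the level was 15.7 ± 3.26 CPM against 1.83 ± 0.42 in NC (SD, n = 3 each), a log2 fold change of 3.10 (SE 0.24, edgeR adjusted p 2.12e-05). All 5 stayed past the threshold in each of the 9 fits that left out 1 library. They depended on which transcript length and GC trend was removed, an alternative added after the data had been seen. All 5 passed with the trend of protein-coding genes removed. Under the trend of all genes, a fit that these short RNAs help to shape, SNORD63 (log2 fold change 0.74, edgeR adjusted p 0.417) and SNORD13 (1.18, edgeR adjusted p 0.0829) lost significance, while SCARNA9, SNORA30 and RNU4-2 passed at log2 fold changes of 2.45, 1.26 and 1.35. The largest falls were HIST2H2AA4 (log2 fold change -3.81), PPP1R14BP3 (-2.99) and 3 genes with clone-based symbols (from -2.30 to -2.02). These falls are uncertain: HIST2H2AA4 has a near-identical copy, PPP1R14BP3 is a processed pseudogene, and the 3 clone-based symbols had no annotation. HIST2H2AA4 had an adjusted p of 0.0497 and lost significance with RLE size factors, at 0.0503. PPP1R14BP3 (SE 0.37, edgeR adjusted p 0.00051) stayed past the threshold in each fit that left out 1 library. Of the 9 such fits, HIST2H2AA4 lost significance in 6 and the clone-based genes in 6, 5 and 1.

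The composition of the libraries differed between groups. Mitochondrial genes held 21.6 ± 1.27% of counts (SD, n = 3) with the NFYC promoter as target, 14.0 ± 1.75% with the chromosome 13 region as target and 14.7 ± 0.26% in NC. Mitochondrial tRNAs were at 873 ± 134, 247 ± 27.8 and 202 ± 61.6 CPM of the library total in the same order. Small nucleolar and Cajal body RNAs were at 603 ± 393, 247 ± 54.0 and 117 ± 34.0 CPM. For this class the ratio of the NFYC promoter group to NC was 5.16, and it depended on single libraries, at 3.28 without NFYC promoter replicate 3 and 6.51 without NFYC promoter replicate 2. All 3 measures were higher in each NFYC promoter library than in each NC library, with p = 0.1 in a two-sided exact permutation test, the smallest value possible. The small nucleolar and Cajal body RNAs were also higher in each chromosome 13 region library than in each NC library (exact p = 0.1). In this class the NFYC promoter and chromosome 13 region libraries overlapped (exact p = 0.2).

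**Figure D2:**
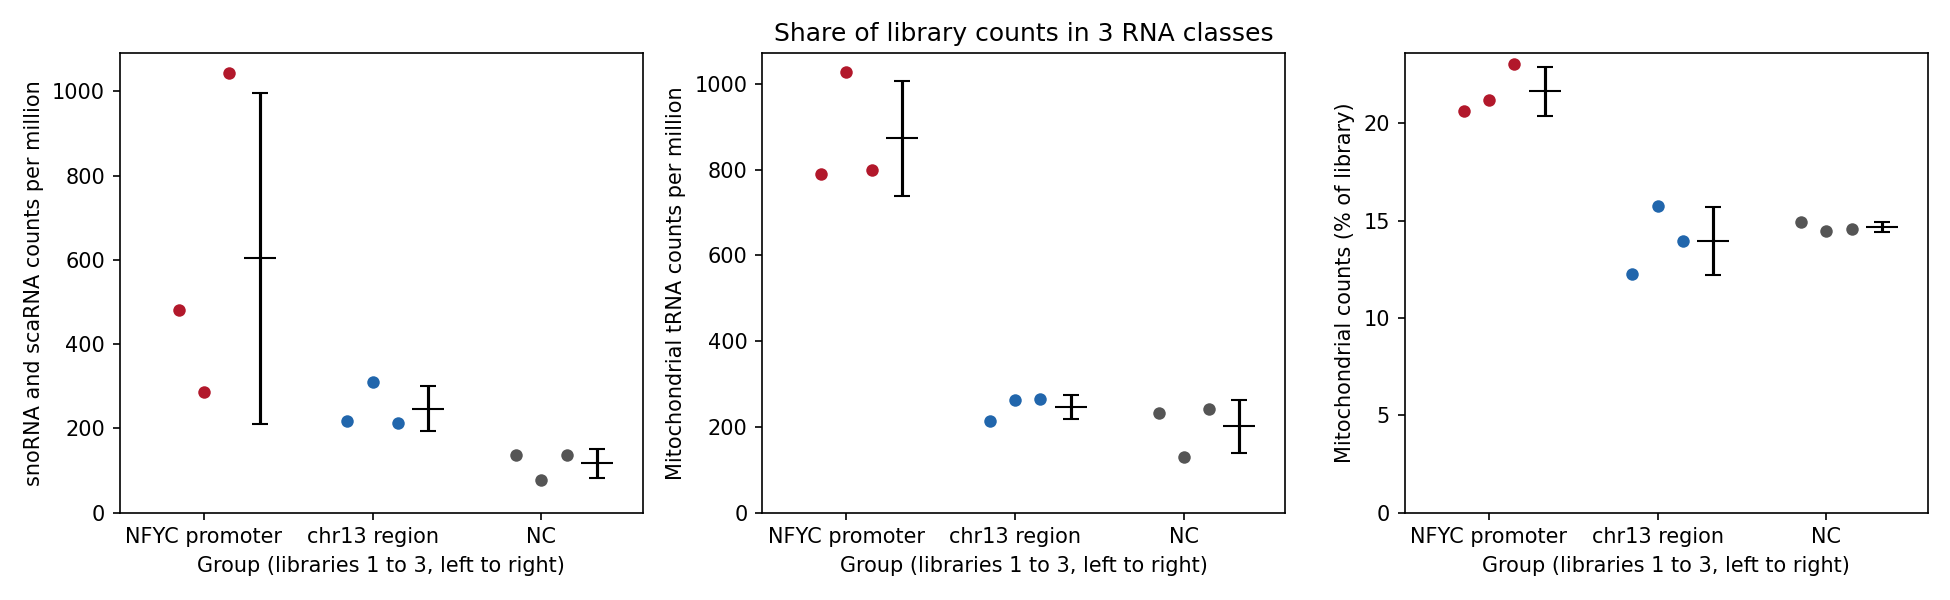
CPM of small nucleolar and Cajal body RNAs (left), CPM of mitochondrial tRNAs (middle) and the percentage of counts in mitochondrial genes (right), by group. Points are libraries 1 to 3 and bars are the mean ± SD of 3 libraries. Mitochondrial tRNAs average 873 CPM with the NFYC promoter as target against 202 in NC.

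The question for the chromosome 13 region was which genes change when it is targeted. The region spans chromosome 13, 32639465 to 32639967, which is 503 bp. The build of these coordinates is not stated. If they are on hg38, which was assumed and not tested, the region lies in PDS5B (32586452 to 32778019, plus strand), in the intron between exon 1 and exon 2 of transcript ENST00000315596.15, which has 35 exons. There it would overlap no annotated exon and start 53013 bp downstream of the gene start.

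**Figure D3:**
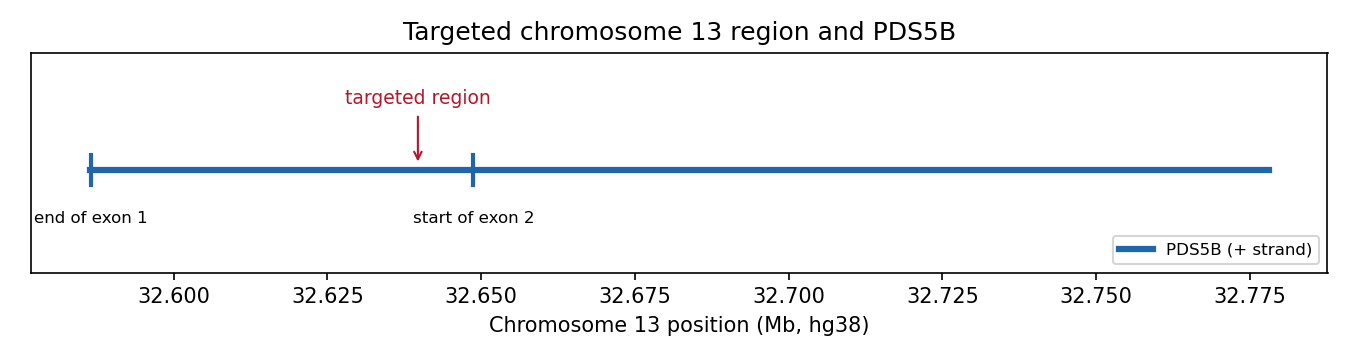
PDS5B (line) and the targeted region (arrow) along chromosome 13 in Mb on hg38. Ticks mark the end of exon 1 at 32586593 and the start of exon 2 at 32648754, and the region lies between them if its coordinates are on hg38.

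With this region as target, 0 of 12248 genes differed from NC at an adjusted p under 0.05. At an unadjusted p under 0.05 there were 770 genes, where chance gives 612. The smallest adjusted p was 0.159, for RNU4-2. Without a filter on low counts 67 genes passed, and with DESeq2 37 genes passed. The fit without a filter gave far smaller p-values for some genes at similar log2 fold changes, so its count may be too high. Of the 17 listed genes around the region, a list that assumes hg38 too, 6 had enough counts to be tested and 0 were past the threshold, adjusted over the list alone or over all genes, with 1 at an unadjusted p under 0.05. That was N4BP2L2, named after its values were seen, at a log2 fold change of 0.37 (SE 0.16, edgeR adjusted p 0.194 over the list alone). PDS5B, also named afterwards as the gene that holds the region on hg38, changed by -0.27 (SE 0.20, 95% interval -0.70 to 0.17, edgeR adjusted p 0.873). A change within that interval is not excluded, at 53 to 193 counts per library. Leaving out 1 library moved PDS5B to values from -0.49 (without chromosome 13 region replicate 3) to -0.12 (without chromosome 13 region replicate 2). The 21 listed genes around NFYC include NFYC itself. In the NFYC promoter group against NC, 14 were tested, 12 were lower and 0 were past the threshold adjusted over the list alone. An unadjusted p under 0.05 was reached by 2, NFYC and SMAP2, the latter named after its values were seen. SMAP2 changed by -0.54 (SE 0.19) there and by -0.54 (SE 0.19) in the chromosome 13 region group against NC. Its fall was thus not particular to the NFYC promoter group. With library totals 2 of the listed genes passed over the list alone.

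Between the 2 target groups, 163 genes differed at an adjusted p under 0.05 in the same edgeR test, 116 higher and 47 lower with the NFYC promoter as target. Without NFYC promoter replicate 2 the count was 1756, and without chromosome 13 region replicate 1 it was 14. Of the 163 genes, 27 were mitochondrial, all higher, and 12 were small RNA genes, all higher. The largest rises were MT-TG, MT-ATP8, SNORD63, EIF5AL1 and SNORD13, with log2 fold changes from 2.26 to 2.63. MT-ATP8 was at 362 ± 115 CPM against 65.1 ± 10.2 (SD, n = 3 each), a log2 fold change of 2.48 (SE 0.23, edgeR adjusted p 0.000201). EIF5AL1 resembles EIF5A closely, MT-ATP8 overlaps MT-ATP6, and their values are uncertain. The largest falls were PPP1R14BP3, RPS7P1, PRRX2 and 2 genes with clone-based symbols, with log2 fold changes from -2.19 to -1.33. PPP1R14BP3 and RPS7P1 are processed pseudogenes. Of the 9 fits that left out 1 library, PRRX2 lost significance in 8, RPS7P1 in 7, each clone-based gene in 6, SNORD13 in 5, and EIF5AL1 and PPP1R14BP3 in 2 each. MT-TG, MT-ATP8 and SNORD63 kept it in all 9, but with the trend of all genes removed MT-TG, SNORD63, SNORD13 and PRRX2 lost it.

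None of the 5 gene sets passed an adjusted p of 0.05 in any of the 3 comparisons with camera. The smallest adjusted p was 0.0503, for the unfolded protein set in the chromosome 13 region group against NC (19 of 24 genes lower) and for the cholesterol set between the 2 target groups (19 of 24 lower with the NFYC promoter as target). The cholesterol set in the NFYC promoter group against NC reached 0.0520 (16 of 24 lower). The p53 set reached 0.0626 in the NFYC promoter group against NC (15 of 22 lower) and between the 2 target groups (14 of 22 lower). With fry and with an estimated inter-gene correlation none passed. The S phase and G2/M phase sets had adjusted p-values from 0.426 to 0.972.

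Both target groups were compared with the same NC libraries. The log2 fold changes correlated across genes with a Pearson r of 0.517 and a Spearman rho of 0.395. Simulated unchanged groups against the same libraries gave a Pearson r of 0.481 on average, from 0.453 to 0.508, and a Spearman rho of 0.456. The share of genes with the same sign was 62.2%, against 66.1% in the simulations. The observed similarity was thus close to what shared reference libraries give alone, above the simulated range for r and below it for the other 2 measures. The simulated groups hold no changed genes, while 474 genes differed between the NFYC promoter group and NC. The closeness therefore does not show that sharing is the whole cause.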

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

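The alternatives listed with the methods were fixed before the data were examined, except removal of mitochondrial genes, thinning, separate NC libraries and both versions of the length and GC trend. The second version of the trend, fitted on protein-coding genes, was added because of the first one's result, and both are reported.

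The number of genes past the threshold depended on the setting. For the NFYC promoter against NC it was 474, and it was 773 with library totals, 1247 without a filter on low counts, 296 with only the groups compared, and from 62 (without NC replicate 2) to 2179 (without NFYC promoter replicate 2) across the 9 fits that each left out 1 library. It was 466 with RLE size factors, 438 with a mean of at least 10 counts, 688 with DESeq2, 412 without mitochondrial genes and 365 after thinning. With the trend of all genes removed it was 436, of which 299 were among the 474. With the trend of protein-coding genes removed it was 508, of which 355 were among the 474. Library totals changed the split from 347 higher and 127 lower to 209 higher and 564 lower. That setting has no factor for composition, and it moved the median log2 fold change of all genes from 0.01 to -0.22.

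For the NFYC promoter against the chromosome 13 region the count was 163. It was 880 without a filter, 498 with DESeq2, 37 with only the groups compared and 107 without mitochondrial genes. The 2 versions of the trend differed: 181 genes with the trend of all genes removed and 275 with that of protein-coding genes. The count ranged from 14 (without chromosome 13 region replicate 1) to 1756 (without NFYC promoter replicate 2) across the fits that each left out 1 library. The share of higher genes was 71.2%, and it was 50.4% with DESeq2, 51.9% with the trend of all genes removed, 58.9% with that of protein-coding genes removed, 94.6% with only the groups compared, and from 53.9% (without NFYC promoter replicate 2) to 100% (without chromosome 13 region replicate 1) across those fits. For the chromosome 13 region against NC the count was 0, with 67 genes without a filter and 37 with DESeq2, of which 14 in each case were ribosomal protein genes. DESeq2 gave an adjusted p to 1730 genes there, against 12248 in the main test. It was 0 under every other alternative, including the 9 fits that each left out 1 library, which had from 408 to 1187 genes at an unadjusted p under 0.05. Apart from what the construction of a setting shows, the cause was not tested.

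NFYC in the NFYC promoter group was lower than NC in every alternative. Its log2 fold change was -0.86 with library totals (adjusted p 0.0289), and from -0.74 (without NFYC promoter replicate 2, adjusted p 0.0308) to -0.59 across the fits that each left out 1 library, with adjusted p-values up to 0.255. It was -0.45 after thinning (adjusted p 0.313), -0.53 with the trend of all genes removed (adjusted p 0.109) and -0.52 with that of protein-coding genes removed (adjusted p 0.109). In the chromosome 13 region group it ranged from -0.42 to -0.14 across those fits and did not pass in any alternative that gave a value. DESeq2 gave no adjusted p for it there. Among the genes around NFYC, 2 passed over the list alone with library totals, and from 0 to 1 (without chromosome 13 region replicate 1) across the fits that left out 1 library. Among the genes around the chromosome 13 region the count was 0 in all alternatives.

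Several gene sets sat at the threshold, so small changes of setting moved them across it. With library totals the difference in mean log2 fold change from other genes was -0.22377 for cholesterol in the NFYC promoter group against NC, -0.20843 for cholesterol between the 2 target groups and -0.16204 for the unfolded protein set in the chromosome 13 region group against NC (adjusted p 0.0474 for each). With a mean of at least 10 counts the latter 2 were -0.20734 and -0.15441 (adjusted p 0.0489). Over the alternatives the adjusted p ranged from 0.0109 to 0.430 for both cholesterol results and from 0.0241 to 0.430 for the unfolded protein result. Across the fits that each left out 1 library, cholesterol ranged from -0.25933 to -0.15306 against NC and from -0.24833 to -0.14261 between the target groups. The unfolded protein set ranged from -0.2029 to -0.11091 in the chromosome 13 region group. The p53 set ranged from -0.38158 to -0.21717 against NC and from -0.32305 to -0.15871 between the target groups, and passed without NFYC promoter replicate 2 (adjusted p 0.0319 for both) and, against NC, without NC replicate 1 (0.0383). Sets near 0 changed sign when 1 library was left out, with no adjusted p under 0.4338 across the 9 fits. The S phase set reached 0.0048855 in the NFYC promoter group against NC, in a range from -0.071484, and -0.015333 and -0.0095163 between the target groups, in a range up to 0.051331. The G2/M set reached 0.030391 and 0.01049 between the target groups, in a range from -0.047739. The cholesterol set reached 0.017263 in the chromosome 13 region group, in a range from -0.034632. The unfolded protein set reached 0.049815, 0.012026 and 0.0415 between the target groups, in a range from -0.069514.

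Replicate numbers were tested as a block. Deviations of same-numbered libraries from their group means correlated from -0.297 to 0.147 over 9 pairs, so the libraries share only a number. With the replicate block the count was 241 genes for the NFYC promoter against NC (210 higher) and 66 for the NFYC promoter against the chromosome 13 region (60 higher). The block gave the unfolded protein set -0.15589 in the chromosome 13 region group and the cholesterol set -0.20732 between the target groups, each with an adjusted p of 0.0492. With the block AC011139.1 in the NFYC promoter group against NC, and RPS7P1, PRRX2 and the 2 clone-based genes between the target groups, were no longer past the threshold.

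The correlation of the 2 sets of log2 fold changes was 0.517. It was 0.789 over genes past the threshold in either comparison, which are chosen for large changes, and 0.285 with separate NC libraries, and it ranged from 0.424 to 0.604 across the fits that left out 1 library. For the 27 other results, mostly single genes, 398 of 483 alternatives kept direction and side of the threshold, 85 lost significance and 0 changed direction.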

Other observations

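Tests in this part were chosen after the results they bear on had been seen, except the splits of the libraries and the test for over-representation of genes that hold small RNAs. With 3 against 3 libraries there are 10 splits, so no share can fall under 0.1 and the splits alone cannot tell grouping by chance from a group effect. For the NFYC promoter against NC, 1 of 10 splits, the real one, gave as many as 474 genes, and each of the others gave 0. An unchanged group, simulated with the fitted dispersions and each gene drawn independently, gave from 0 to 2 genes. That argues against independent noise of single genes for the 474. It cannot speak to differences that many genes of a library share, which the simulation leaves out. For the chromosome 13 region against NC, all 10 of 10 splits gave 0. Between the target groups 1 of 10 gave as many as 163, but other splits gave up to 123. The split with 123 genes placed NFYC promoter libraries 1 and 3 with chromosome 13 region library 2. The smallest p-value among the 5 gene sets was matched in 5 of 10 splits for the NFYC promoter against NC, in 1 of 10 for the chromosome 13 region against NC and in 1 of 10 between the target groups. The smallest p-value among the genes around NFYC, a list that includes NFYC, was that of NFYC itself. It was matched in 1 of 10 splits, the real one, which tells nothing about its neighbours. The smallest p-value among the genes around the chromosome 13 region was matched in 2 of 10.

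Small nuclear RNAs (small nucleolar, Cajal body and spliceosomal RNAs) rose together with the NFYC promoter as target: 43 of 44 were higher, with a median log2 fold change of 2.84. The tables argue against library size as the cause, since after thinning to the smallest library the 28 still tested had a median of 2.86 with 17 past the threshold, against 2.74 with 18 past it for the same genes before thinning. The others had too few counts for this test. They argue against scaling, as the median was 2.58 with library totals and 32 of 44 passed the threshold, and against the share of mitochondrial counts, as it was 2.86 without those genes. With the length and GC trend of protein-coding genes removed the median was 2.27 and 24 of 44 passed the threshold, which argues against that trend as the whole cause. It was 0.92 with the trend of all genes removed, and 5 of 44 passed. A length bias particular to short RNAs cannot be told apart from a rise of this class, since these RNAs are part of that fit, and 43 of 44 are shorter than any protein-coding gene in the other. These RNAs lack a poly(A) tail, and a candidate explanation is that more RNA without a tail entered these libraries. Histone genes, whose RNA usually lacks a tail, could have gone either way. They had a median of 0.96, with 33 of 46 higher (two-sided exact binomial p = 0.00453 across genes, which are not independent), and the median was 0.73 with library totals and 0.54 after thinning (22 of 34 higher; 0.47 for the same 34 before it). It ranged from 0.51 (without NFYC promoter replicate 3) to 1.28 (without NFYC promoter replicate 2) across the fits that left out 1 library, and was 0.62 without NFYC promoter replicate 1. The direction held in these settings, but the size did not, and it stayed below that of the small nuclear RNAs, so the support is limited. Of the 46 histone genes 5 passed the threshold, 3 of them higher. In the chromosome 13 region group 39 of 46 were higher than in NC, with a median of 0.50. Between the 2 target groups the histone median was 0.22, against 1.45 for the small nuclear RNAs. Repression of NFYC as the whole cause cannot be told apart from other causes. The chromosome 13 region libraries also showed a rise of the small nuclear RNAs, with a median of 1.29 and 43 of 44 higher. Their NFYC was at 83.9% of NC, a difference within the replicate spread. Differences in RNA quality or handling between groups may contribute and were not tested.

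Mitochondrial tRNAs rose with the NFYC promoter as target, 21 of 21 higher with a median of 2.31. After thinning 17 of 21 were still tested, with a median of 2.38, against 2.31 for the same genes before it, which argues against library size for these. With the length and GC trend of protein-coding genes removed the median was 1.80 and 16 of 21 passed the threshold, which argues against that trend as the whole cause. It was -0.24 with the trend of all genes removed, with 3 of 21 higher. A length bias particular to short RNAs cannot be told apart from a rise of this class, since these tRNAs are part of that fit, and 21 of 21 are shorter than any protein-coding gene in the other. More mitochondrial RNA of every kind, alone, is argued against by the gap to mitochondrial mRNAs, whose median was lower by 1.56, and by 1.12 with the trend of protein-coding genes removed. The tRNAs lay below the mRNAs with the trend of all genes removed, so such a rise together with a length bias stays open. A shared excess of RNA without a tail, in proportion to the small nuclear RNAs, would put the chromosome 13 region libraries at 392 CPM of mitochondrial tRNAs. The highest of the 3 had 264, so that excess alone may not account for both classes. What sets mitochondrial tRNAs apart in the NFYC promoter libraries stays open, including an effect of the target, which was not tested.

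Protein-coding genes outside the mitochondrial genome that passed the threshold as higher with the NFYC promoter as target were examined as a group. Genes that hold an annotated small RNA on their strand were over-represented, at 17.2% of this group against 11.98% of the other protein-coding genes (Fisher's exact test, two-sided, odds ratio 1.53, p = 0.0258). Small nucleolar or Cajal body RNAs lay in 9 genes of the group (4.2%) against 1.8% of the others (Fisher's exact test, two-sided, odds ratio 2.42, p = 0.0168). Neither test was adjusted for gene length or level. Reads of small RNAs counted in their host genes may add to some calls, but over-representation alone does not show it. Such reads cannot account for the 178 genes of the group (82.8%) that hold none. Log2 fold changes correlated with transcript length across protein-coding genes (Spearman rho 0.227). With the length and GC trend removed, 148 genes of the group (68.8%) stayed past the threshold when it was fitted on all genes and 157 (73.0%) when it was fitted on protein-coding genes, so the trend does not account for most of them.

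Ribosomal protein genes were higher with the chromosome 13 region as target, 74 of 78 with a median log2 fold change of 0.43. In the main test 0 passed the threshold singly, while 14 passed with DESeq2 and 14 without a filter on low counts, a fit whose counts may be too high. With library totals 67 of 78 were higher and the median fell to 0.26, as that setting moved the median of all genes to -0.16. The median was 0.42 with the length and GC trend of all genes removed, 0.43 with that of protein-coding genes removed and 0.45 after thinning, which argues against these as the cause. Across the fits that left out 1 library it ranged from 0.36 to 0.55. Their share was 191508 ± 17210 CPM against 158013 ± 9092 in NC (SD, n = 3 each, exact permutation p = 0.1, the smallest possible). With the NFYC promoter as target 54 of 78 were also higher than in NC, with a median of 0.22. In the main test 9 passed the threshold there, and with library totals 39 of 78 were higher. Their share in the NFYC promoter libraries was 168772 ± 13687 CPM (SD, n = 3). It overlapped that of the chromosome 13 region libraries (exact permutation p = 0.2). An effect of the chromosome 13 region as target and a difference in library composition both stay open.

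Shared reference libraries cannot raise the correlation of both sets of log2 fold changes where each set has its own NC libraries. The mean r was 0.285 there, from 0.1195 to 0.425 over 6 values, which reuse the same libraries. Deviations of single libraries in different groups correlated from -0.351 to 0.368, a range that holds this mean. A resemblance beyond the shared NC libraries can therefore not be told apart from such differences between libraries.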
